A study of Haplochromis burtoni and Lepidiolamprologus elongatus and Tropheus moorii with 25 samples.

How the data were processed

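Single-cell RNA sequencing was measured in dissociated intestine from 25 cichlid species, with 1 library per species. Per the labels, the libraries were made with 10x Chromium Next GEM 3' v3.1 chemistry. Per the file headers, the authors counted reads with Cell Ranger 5.0.0, and the deposited matrices hold raw UMI counts per gene and cell barcode, with no normalization. A UMI is a molecular tag that marks 1 captured transcript. The other deposited columns hold cell barcodes and gene names (unit: other) and no measurement. All 25 libraries use the same list of 42622 features. The genome build, the annotation and the settings of cell calling are not stated in the labels or headers, so no positions are given. The species of the reference is not stated there either. Every species was counted against this single list, and divergence of a species from the reference can lower its counts. Of the features, 30456 carry only a LOC identifier, and 0 of these were found in the name table used, which is that of Haplochromis burtoni, so these genes are not named. The list contains 13 mitochondrial genes, which held 6.44% of the UMIs in cells passing the filters.

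Barcodes with at least 500 UMIs and 250 detected genes were kept. Doublets were removed per library by a simulated-doublet score, at a rate of 0.8% per 1000 cells. Counts were scaled to 10000 per cell and log-transformed. Clustering used 2000 variable genes, 30 principal components, a numpy implementation of the Harmony library correction (theta 2, 10 iterations), 20 nearest neighbours and Leiden clustering at resolution 1. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

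Clusters were named from marker lists fixed before the data were examined, and names carry the ending "like". A class could be named with at least 3 matched markers. A name required at least 3 of the features of the best class at 2 times the level of the other cells, with a level of at least 10 UMIs per 1000000 (CPM). At least 1 of them had to be among the 200 leading genes. A cluster stayed unnamed when another class had more markers among its 10 leading genes. It also stayed unnamed when its cells held under 1 UMI for every 3 in the median cell of their library, with no marker among the 10 leading genes. A cycling cluster was called immune-like when over 50% of the features of an immune class, and at least 3, were up, and epithelial-like otherwise. The limit of 200, the minimum of 3 markers for a class to compete, and a rule that left a cluster unnamed when over 75% of its cells came from 1 library were all set after the clusters had been seen. Of 38 clusters, 27 were named, in 14 classes, and 11 stayed unnamed. Immune cells are the T- or NK-like, B- or plasma-like, macrophage- or dendritic-like, granulocyte-like and cycling immune-like classes. Epithelial cells are the enterocyte-like, lysosome-rich-enterocyte-like, goblet-like, enteroendocrine-like, tuft-like and cycling epithelial-like classes. Absorptive cells are the enterocyte-like and lysosome-rich-enterocyte-like classes.

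Each library is the only sample of its species, so no pair of species was tested against each other, and cells were not used as replicates. The tests made take the libraries as the units. Shares of cells are given with exact Clopper-Pearson 95% intervals, which cover counting error only. A count of 0 is given with the upper limit of its interval. Relations across the 25 libraries were tested with 2-sided permutation tests (100000 resamples) of Pearson's r and Spearman's rho, with Benjamini-Hochberg adjustment. The relation was computed again without the 2 libraries farthest from the median of the measure on the x axis. Shared ancestry of the species was not modelled. The labels give no sequencing batch, sex, diet or site, so no relation could be recomputed within batches. Barcodes were compared between all 300 pairs of libraries, and a pair shared at most 17.

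For expression, the cells of each class in each library were split at random into 2 sets. A library qualified for a class with at least 30 cells, 100000 UMIs and 50000 UMIs in each set, and a class was used with at least 15 such libraries. Sets were thinned to 50000 UMIs, and genes with a mean CPM of at least 100 in the class were compared. Divergence is the mean of 1 - Spearman rho between libraries, less the same distance between the 2 sets of 1 library. Enterocyte-like cells were compared with each other class by a 2-sided sign-flip permutation test (100000 resamples) on the values of the libraries, as fixed before the data were examined. Tested on simulated data with equal divergence, this test called 18.0% of 200 runs, and 20.0% when the spread varied between species, because the values of different libraries share pairs. Jackknife pseudovalues called 4.5% and 6.5% of these runs, and disjoint pairs of libraries called 9.0% and 7.0%. With a planted difference that averaged 0.120, and equal spread in all simulated species, each of the 3 tests called all 20 runs. Smaller differences were not simulated. The pseudovalue permutation p is therefore given beside that of the fixed test. It was added after the fixed test had been simulated.

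Variation was partitioned per gene into class, library, class by library and set-to-set sums of squares of log2(CPM + 10). On 500 simulated genes the pooled class share was 71.4%, against 70.3% computed from the simulated components, and the median over genes was 67.8%. The spread of a gene is the SD of log2(CPM + 10) over libraries in enterocyte-like cells. The panel of digestion and absorption genes and the panel of proteasome genes were fixed before the data were examined. The median SD of each was ranked among 10000 random lists of the same size, matched on mean expression in 20 bins, with a mean CPM of at least 10. Of the 31 features matched to the digestion and absorption panel, 10 were also markers of the enterocyte class. Cell class makeup was compared by the Euclidean distance of centred log ratios over the named classes, with 0.5 added to each count. The 2 pairs of species that share a genus name were compared with random disjoint pairs by a 1-sided permutation test. The rank of Oreochromis niloticus, 1 library against the others, was tested by exact permutation of its label over the libraries, where the smallest possible p is 0.04.

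Named genes were chosen by a rule fixed before the data were examined. They are the 10 genes with the largest SD among those with a mean CPM of at least 100 in enterocyte-like cells, and the 5 with the largest SD among genes with at least 10 UMIs over all kept cells of every library. The 3 panel members with the largest and the 3 with the smallest SD were added. Of the genes that carry only a LOC identifier, the 2 with the largest SD are printed.

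Alternatives chosen before the data were examined were Leiden resolution 2, no library correction, doublets kept, cells with at least 1000 UMIs, and 50 principal components of 4000 variable genes. For expression they were thinning to 20000 UMIs, 1 - Pearson r, a mean CPM of at least 300, genes with at least 10 UMIs in every library, clustering genes left out, 12 disjoint pairs, log2(CPM + 1) and a panel CPM minimum of 100. Shares were also taken as logits, and makeup as square-root shares, and results were computed without Oreochromis niloticus. Chosen after seeing the data were a naming rule that needs 50% of the features of a class, leaving out Haplotaxodon microlepis, removing cells with over 20% mitochondrial UMIs, naming clusters with over 75% of cells from 1 library like the others, jackknife pseudovalues, the genes that pass the filter in every class used, and the genes near their highest level in the class. Also chosen after seeing the data, and after the differences had been reported, were divergence with nothing subtracted and divergence with each correlation divided by the correlations between the 2 sets of the same library. Barcodes under 500 UMIs entered 1 comparison in the closing section and none here.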

Results

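The data are single-cell transcript counts from the intestine of 25 African cichlid species, in 25 libraries. Each species forms a group of 1 library, so there are no replicates and spread is given over species. The files hold 115682 cell barcodes with 456227483 UMIs. Total UMIs per library ranged from 7016583 in Petrochromis orthognathus to 32569739 in Boulengerochromis microlepis, with a median of 18287268. The limit of 250 genes removed 11834 barcodes that had at least 500 UMIs, from 16 in Tropheus moorii to 1944 of 5205 in Julidochromis ornatus. No alternative changed this limit. After filtering, 98143 cells were kept, from 1063 in Trematocara zebra to 6544 in Shuja horei. The median UMIs per kept cell ranged from 1432 in Simochromis diagramma to 5904 in Trematocara zebra, and the median detected genes from 524 to 1433 in the same libraries. Exactly 2000 barcodes were deposited for Trematocara zebra and 5000 for Haplotaxodon microlepis. These libraries also held 818 and 1320 barcodes under 500 UMIs, and no other library held any.

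The first comparison asked how the cell makeup of the intestine differs between species. Immune-like cells made up a median of 56.5% of kept cells (SD 17.2 over 25 libraries). The share ranged from 11.7% in Haplotaxodon microlepis (95% exact Clopper-Pearson interval 10.7 to 12.9) to 80.8% in Julidochromis ornatus (79.4 to 82.2). Epithelial-like cells had a median of 20.9% (SD 11.9), from 8.69% in Julidochromis ornatus (7.73 to 9.72) to 48.9% in Bathybates ferox (47.4 to 50.4). Julidochromis ornatus also lost the most barcodes to the limit of 250 genes, and the intervals do not cover that loss. Among epithelial classes, enterocyte-like cells had a median of 12.7% (SD 9.64), with a maximum of 40.2% in Trematocara zebra (37.2 to 43.2). Lysosome-rich-enterocyte-like cells, a class that takes up and digests protein in lysosomes, had a median of 2.12% (SD 2.46) and ranged from 0.383% in Telmatochromis vittatus (0.210 to 0.642) to 9.38% in Haplochromis burtoni (8.27 to 10.6). Goblet-like cells had a median of 1.45% (SD 1.05) and a maximum of 4.66% in Eretmodus cyanostictus (4.03 to 5.37). Median shares were 1.56% for cycling epithelial-like, 0.988% for enteroendocrine-like and 0.456% for tuft-like cells. T- or NK-like cells had a median of 34.7% (SD 17.5), from 8.26% in Haplotaxodon microlepis (7.35 to 9.24) to 76.5% in Telmatochromis vittatus (75.1 to 77.9). B- or plasma-like cells had a median of 3.82% (SD 3.86) and ranged from 0.164% in Telmatochromis vittatus (0.0603 to 0.357) to 13.9% in Petrochromis orthognathus (12.5 to 15.3). Macrophage- or dendritic-like cells had a median of 8.39% (SD 4.18), from 1.62% in Telmatochromis vittatus (1.23 to 2.08) to 18.6% in Petrochromis orthognathus (17.1 to 20.2). The remaining classes had median shares of 1.06% (fibroblast-like), 0.528% (granulocyte-like), 0.405% (cycling immune-like), 0.260% (endothelial-like) and 0.0455% (pancreatic-acinar-like). Endothelial-like cells were not found in Petrochromis orthognathus, which allows a share of up to 0.153%. Pancreatic-acinar-like cells were not found in 4 libraries. Upper limits were 0.0970% in Tropheus moorii, 0.112% in Perissodus microlepis, 0.101% in Telmatochromis vittatus and 0.0929% in Eretmodus cyanostictus. Unnamed clusters held 18.0% of all kept cells, with a median of 16.2% per library. Their share was 76.6% in Haplotaxodon microlepis (75.2 to 78.1) and at most 27.9% in the other libraries, and unnamed cells are part of the denominator, so they lower the share of every named class. An unnamed cluster of 1573 cells had best4 and cftr among its 10 leading genes. It had 2 of 4 matched features of the BEST4/OTOP2 class up, under the minimum of 3. Another, of 1198 cells, had pepsin, atp4a and atp4b among its 10 leading genes. Each had at least 10 cells in all 25 libraries, and neither enters the epithelial-like share. In Haplotaxodon microlepis 395 cells were immune-like, out of 3366 kept cells and 786 named cells. Of its unnamed cells, 319 lay in a cluster that met the marker rule for enterocyte-like cells and stayed unnamed only because all its cells came from this library. With that cluster named, the enterocyte-like share of the library was 17.1% in place of 7.58%. The median T- or NK-like share ranged from 30.9% to 37.3% over the 9 alternative settings.

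**Figure D1:**
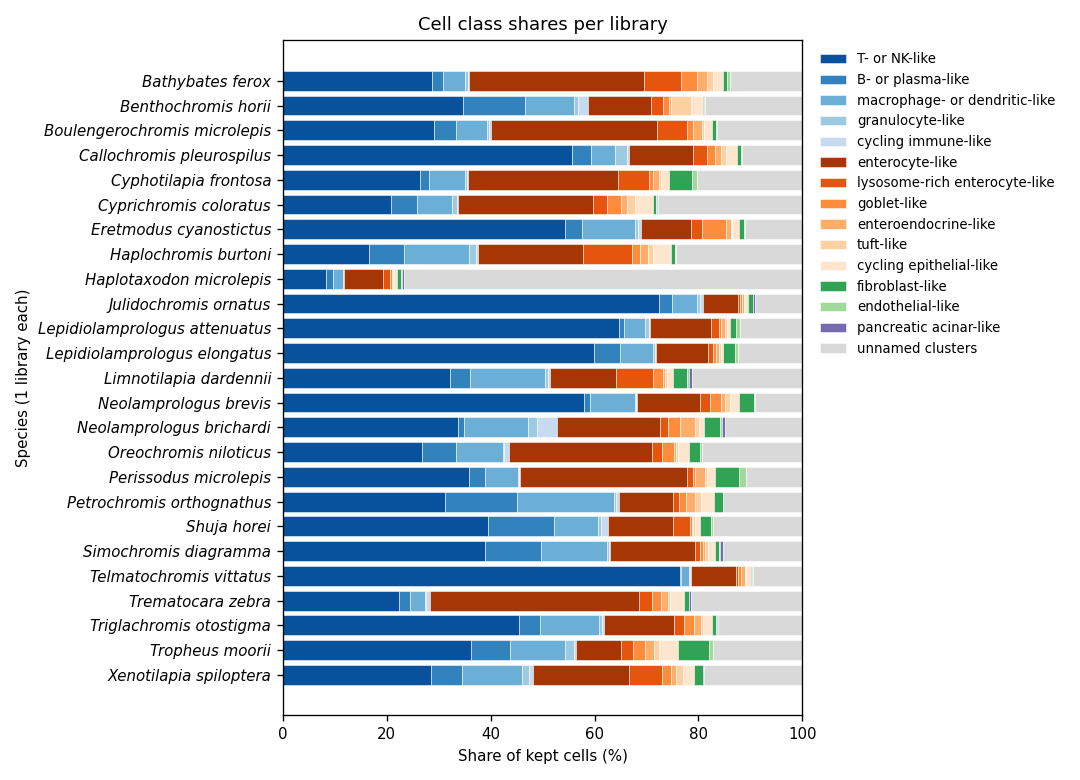
Share of kept cells (%, x axis) in each class for the 25 species (y axis, 1 library each). Coloured segments are named classes and grey segments are unnamed clusters, which reach 76.6% in Haplotaxodon microlepis.

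Because depth differs between libraries, each class share was compared with the median UMIs per cell and the number of kept cells, in 30 relations. None had an adjusted permutation p under 0.05. A raw permutation p under 0.05 was found for r in 2 relations and for rho in 2. The enterocyte-like share against log10 median UMIs had r = 0.529 (permutation p = 0.00562, adjusted 0.169) and rho = 0.355 (permutation p = 0.0819, adjusted 0.501). Without the 2 libraries farthest from the median depth, r was 0.351. The T- or NK-like share against the same measure had r = -0.403 (permutation p = 0.0457, adjusted 0.458) and rho = -0.445 (permutation p = 0.0273, adjusted 0.456), and r = -0.399 without the 2 farthest libraries. The share of unnamed cells, also compared, had rho = 0.436 against this measure (permutation p = 0.0304, adjusted 0.456). Its r was 0.304 (permutation p = 0.0894, adjusted 0.458), and 0.362 without the 2 farthest libraries. Median UMIs per cell also depends on makeup. Cells of enterocyte-like clusters held 0.795 to 3.70 times the median UMIs of their library, against 0.721 to 1.03 times for T- or NK-like clusters. Relations with this measure can therefore follow from makeup itself, and they cannot show whether depth affects the shares.

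Among 5 pairs of shares fixed in advance, no relation was past the threshold, and 0 of 5 had a raw permutation p of r under 0.05. The largest by r was that of the cycling epithelial-like share of epithelial cells with the immune share (r = 0.279, permutation p = 0.179, adjusted 0.439; rho = 0.221, permutation p = 0.288, adjusted 0.721; r = 0.330 without the 2 farthest libraries). The goblet-like share of epithelial cells against the immune share gave r = 0.218 (permutation p = 0.30, adjusted 0.439), rho = 0.109 and r = 0.106 without the 2 farthest libraries. The lysosome-rich share of absorptive cells against the goblet-like share gave r = 0.209 (permutation p = 0.303, adjusted 0.439), the largest rho, 0.336 (permutation p = 0.10, adjusted 0.50), and r = 0.305 without the 2 farthest. The enteroendocrine-like share against the lysosome-rich share gave r = -0.195 (permutation p = 0.351, adjusted 0.439), rho = -0.142 and r = -0.0834 without the 2 farthest. The B- or plasma-like share of immune cells against the goblet-like share gave r = -0.143 (permutation p = 0.527, adjusted 0.527), rho = -0.0623 and r = -0.142 without the 2 farthest. Direction changed in the last 2 of these under an alternative, to r = 0.120 after removal of cells with over 20% mitochondrial UMIs and to r = 0.0439 with at least 1000 UMIs per cell.

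A further comparison asked in which cell classes expression differs most between species, each given by 1 library. Differences between individuals and preparations are therefore part of any difference between species here. The subtraction described next removes only noise between cells of a library. Divergence is given as the distance between libraries (1 - Spearman rho) less the distance between 2 random sets of cells of the same library. Its mean was 0.269 in enterocyte-like cells (SD 0.0283, 25 libraries, 830 genes) and 0.316 in lysosome-rich-enterocyte-like cells (SD 0.0416, 19 libraries). It was 0.264 in goblet-like cells (SD 0.0480, 17 libraries) and 0.217 in cycling epithelial-like cells (SD 0.0568, 20 libraries). In immune classes it was 0.215 for T- or NK-like cells (SD 0.0206, 25 libraries), 0.238 for B- or plasma-like cells (SD 0.0269, 22 libraries) and 0.230 for macrophage- or dendritic-like cells (SD 0.0283, 25 libraries). Before subtraction the mean distance between libraries was 0.355 in enterocyte-like, 0.429 in lysosome-rich-enterocyte-like, 0.425 in goblet-like and 0.386 in cycling epithelial-like cells. It was 0.338 in T- or NK-like, 0.349 in B- or plasma-like and 0.369 in macrophage- or dendritic-like cells. The subtracted distance between 2 sets of the same library was lowest in enterocyte-like cells, at 0.0860. It was 0.113, 0.160 and 0.169 in the lysosome-rich-enterocyte-like, goblet-like and cycling epithelial-like classes, and 0.123, 0.111 and 0.139 in the T- or NK-like, B- or plasma-like and macrophage- or dendritic-like classes.

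**Figure D2:**
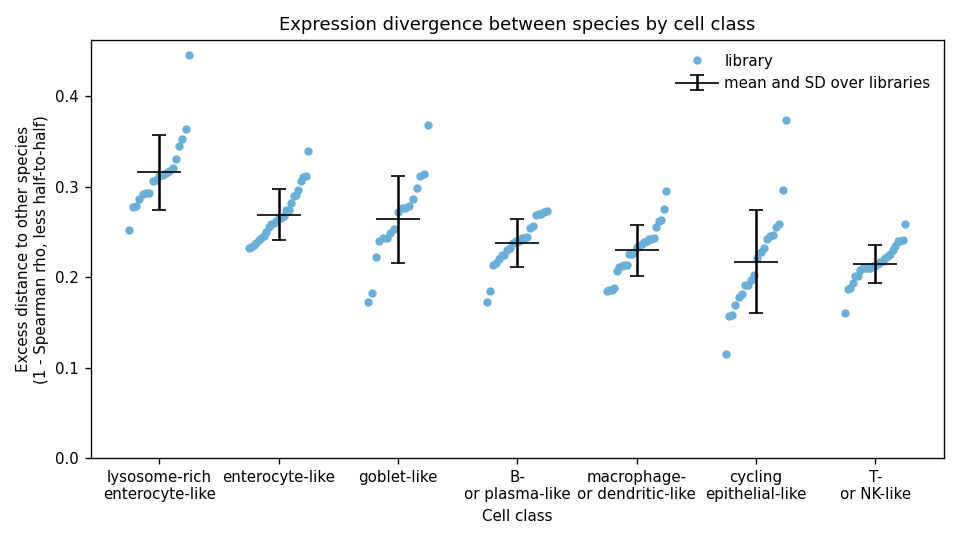
Excess distance of each library to the other species (1 - Spearman rho, less the distance between 2 sets of its own cells, y axis) by cell class (x axis). Points are libraries and bars are the mean and SD over libraries. The highest mean is 0.316, in lysosome-rich-enterocyte-like cells, and the lowest is 0.215, in T- or NK-like cells.

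Over libraries that qualified in both classes, enterocyte-like less lysosome-rich-enterocyte-like divergence was -0.0598, negative in 19 of 19 libraries. The fixed permutation test gave an adjusted p of 2e-05, from a raw p of 1e-05, the smallest that 100000 resamples can give, and the pseudovalue permutation test gave an adjusted p of 0.00492. The fixed test called 18.0% of simulated runs with no difference, so the pseudovalue p is the firmer of the pair. Against T- or NK-like cells the difference was 0.0545, positive in 24 of 25 libraries (pseudovalue permutation adjusted p = 6e-05, fixed test 2e-05, raw p the smallest in both). Against macrophage- or dendritic-like cells it was 0.0393, positive in 23 of 25 (pseudovalue permutation adjusted p = 0.00807, fixed test 2e-05). The cycling epithelial-like class differed by 0.0557, positive in 19 of 20 (pseudovalue permutation adjusted p = 0.00502, fixed test 0.000132). The B- or plasma-like class differed by 0.0318, positive in 20 of 22 (pseudovalue permutation adjusted p = 0.0132, fixed test 3e-05). For goblet-like cells the difference of -0.000613 was not past the threshold (pseudovalue permutation adjusted p = 0.951, fixed test 0.946). Leaving out each library in turn kept the largest pseudovalue permutation adjusted p of the 5 called differences at 0.0396, for B- or plasma-like cells without Benthochromis horii. With 9 disjoint pairs of libraries, which share no library, the lysosome-rich difference was -0.0625 with a permutation adjusted p of 0.178, past the threshold no longer, and was negative in all but 3 pairs. With 12 disjoint pairs the T- or NK-like difference was 0.0659 (permutation adjusted p = 0.00330, positive in 12 of 12). With nothing subtracted, the cycling epithelial-like difference became -0.0310 and the macrophage- or dendritic-like difference -0.0136, so the direction of both rests on the subtraction. The T- or NK-like difference was then 0.0173 (pseudovalue permutation adjusted p = 0.103) and the B- or plasma-like difference 0.00577 (pseudovalue permutation adjusted p = 0.653), and neither was past the threshold by pseudovalues. The goblet-like difference was -0.0793 (pseudovalue permutation adjusted p = 6e-05). The lysosome-rich difference was -0.0911 (pseudovalue permutation adjusted p = 0.00042). With each correlation divided by those between the 2 sets, the lysosome-rich difference was -0.0773 and the T- or NK-like difference 0.0496, both past the threshold by pseudovalues. The goblet-like difference of -0.0265 was also past it, and the other 3 were not. Over the 281 genes that pass the filter in every class used, the T- or NK-like difference was 0.0211.

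Profiles of 7 classes from 16 libraries were used to ask how variation divides between classes and species, over 1037 genes. The median share of the sum of squares was 52.1% for class (jackknife SD 1.5) and 14.1% for library (1.05). It was 19.7% for class by library (0.790) and 8.28% between the 2 sets (0.245). Shares of degrees of freedom, which noise alone would give, are 2.69%, 6.73%, 40.4% and 50.2%. With log2(CPM + 1) the class share was 46.8%, the alternative that moved it most. Of 153 class-by-library profiles, the nearest other profile was of the same class in 137, or 89.5% (95% exact Clopper-Pearson interval 83.6 to 93.9), and of the same library in 16. The interval treats profiles as independent, although they come from 25 libraries. Classes were named from clusters of the same expression data, so agreement by class is partly built in. The nearest profile was of the same class in all T- or NK-like, B- or plasma-like and macrophage- or dendritic-like profiles, and in 9 of 17 goblet-like profiles. For enterocyte-like profiles it was so in 19 of 25, and 5 were nearest to a goblet-like profile.

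The digestion and absorption panel was used to ask whether these genes vary more between species in enterocyte-like cells than other genes of like expression. Over 23 members, the median SD of log2(CPM + 10) was 1.14 (quartiles 0.93 and 1.31), against 0.74 in matched random lists, whose central 95% ran from 0.61 to 0.94. This was the 99.96 percentile of 10000 lists, and 99.92 to 100 when each library was left out. Genes are not independent replicates, so no p is given. A panel minimum of CPM 100 moved the percentile most, to 99.55. The proteasome panel, a set of housekeeping genes, had a median SD of 0.53 over 25 members, against 0.56 in random lists (central 95% 0.48 to 0.67). This was the 21.49 percentile. With log2(CPM + 1) it was at the 2.35 percentile, below the central 95%, and the other alternatives ranged up to 41.93.

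Species sharing a genus name were compared with random pairs to ask whether related species are more alike. Distances in enterocyte-like expression averaged 0.247 for the 2 pairs, 0.696 of the mean over all pairs of 0.355 (1-sided permutation p = 0.00241, adjusted 0.00482). The Lepidiolamprologus pair had a distance of 0.212 and the Neolamprologus pair 0.283. In cell makeup the mean distance was 3.29, against 3.76 over all pairs, a ratio of 0.873 (1-sided permutation p = 0.203). The Lepidiolamprologus pair was at 2.14 and the Neolamprologus pair at 4.43, farther apart than the mean of all pairs. The ratio was 1.10 with doublets kept. Oreochromis niloticus had rank 18 of 25 by mean makeup distance to the other species, with 1 the farthest (exact permutation p = 0.72), and rank 3 of 25 in enterocyte-like expression (exact permutation p = 0.12, where the smallest possible is 0.04). Neither was past the threshold. The species of the reference genome is not stated in the labels or headers, so these ranks include any difference between species in reads lost against it. Of 30456 LOC identifiers, 0 were in the name table of Haplochromis burtoni, which argues against the annotation behind that table. Oreochromis niloticus was not excluded as the reference. If it were the reference, its reads would be lost least, so its rank cannot be read as biological distance alone.

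The genes with the largest spread in enterocyte-like cells, over 25 libraries with 250006 to 18163778 UMIs, had SDs of log2(CPM + 10) from 2.5 to 4.30, against a median of 0.81 over the 830 genes past a mean CPM of 100. Of these 10 genes, 8 carry only a LOC identifier, which the files do not pair with a name, and 2 had at least 10 UMIs over all kept cells of every library, a count not restricted to enterocyte-like cells. The largest SD was that of LOC100703493, 4.30, with a highest level of 48010 CPM in Trematocara zebra and 0 UMIs of 367254 in Petrochromis orthognathus. LOC100703770 followed with 3.64, from 0.593 CPM in Perissodus microlepis to 24645 CPM in Benthochromis horii. For fabp1, a fatty-acid-binding protein gene, the SD was 2.68. Its level was 10619 CPM in Petrochromis orthognathus (95% interval 10289 to 10958), the median was 19.1 CPM, and 0 UMIs of 4652798 were found in Eretmodus cyanostictus. A level of 100 CPM was reached in 5 libraries. For comt, a catechol methyltransferase gene, the SD was 2.66, the highest level 1107 CPM in Eretmodus cyanostictus, and 8 libraries had 0 UMIs in enterocyte-like cells. Of the 5 genes with the largest spread among those detected in every library by that count, comt was the only one with a name, and SDs ran from 2.29 to 3.57. Reads of all species were counted against 1 feature list, so 0 UMIs can also follow from sequence differences. Within the digestion and absorption panel, the widest members were fabp1, naaladl1 (SD 1.60) and enpep (SD 1.39). The narrowest were apoa4a (SD 0.65), mttp (SD 0.66) and mogat2 (SD 0.72). Level in apoa4a ran from 3412 CPM in Haplotaxodon microlepis to 18036 CPM in Boulengerochromis microlepis.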

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

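The naming rule with 50% of the features, naming clusters of 1 library, leaving out Haplotaxodon microlepis, removing cells over 20% mitochondrial UMIs, pseudovalues, the 2 gene sets, and divergence with nothing subtracted or with divided correlations were chosen after seeing the data. Of 504 recomputed values of main results, 449 were counted as keeping direction and side of the threshold or moving by less than their spread. Another 14 fell short of the threshold, 5 passed it, 18 reversed and 18 moved. The 449 include the proteasome panel with log2(CPM + 1), although its percentile fell from 21.49 to 2.35. That is outside the range of 11.38 to 34.99 found when each library was left out, so this value did move. Of 162 SDs of named genes, 160 were the same and 2 moved. The cause was not tested except where given.

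Median shares of cell classes stayed within 1 SD over libraries under each of 9 alternatives, except that no cluster was named endothelial-like with doublets kept or cycling immune-like with 50 principal components, which gave no value. For endothelial-like cells, whose SD exceeds their median of 0.260%, the median fell to 0 with 1000 UMIs. The count of relations between shares and technical measures rose from 0 to 1 with 50 principal components. Among fixed pairs, enteroendocrine-like against lysosome-rich shares reversed to r = 0.0772 without library correction and 0.120 with the mitochondrial limit, and B- or plasma-like against goblet-like shares reversed to 0.0439 with 1000 UMIs. None of these pairs was past the threshold. The congeneric makeup ratio passed 1 without library correction (1.06), with doublets kept (1.10) and with 1000 UMIs (1.02), and was not past the threshold in any alternative. The congeneric expression ratio stayed from 0.652 to 0.706 over 10 alternatives, past the threshold in each.

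Divergence depended on how noise between cells was treated. With nothing subtracted, by the fixed test and by pseudovalues alike, the cycling epithelial-like (-0.0310) and macrophage- or dendritic-like (-0.0136) differences reversed, the B- or plasma-like difference (0.00577) fell short of the threshold and the goblet-like difference (-0.0793) passed it. The T- or NK-like difference (0.0173) fell short by pseudovalues only. With divided correlations the goblet-like difference (-0.0265) passed the threshold by both tests. By pseudovalues the cycling epithelial-like (0.0376), B- or plasma-like (0.0272) and macrophage- or dendritic-like (0.0274) differences then fell short. The subtraction itself accounts for these changes, since nothing else was altered. The T- or NK-like difference stayed past the threshold in 24 of 25 alternatives, from 0.0173 to 0.115 over all. The lysosome-rich difference did so in 24 of 25, from -0.0911 to -0.0327, except with disjoint pairs. Most of these alternatives used the fixed test, which called 18.0% of simulated runs with no difference, so both counts can overstate robustness. Among the alternatives with pseudovalues, the lysosome-rich difference was past the threshold in each. The T- or NK-like difference was past it in all of these but that with nothing subtracted. Disjoint pairs left the lysosome-rich (-0.0625), cycling epithelial-like (0.0416) and B- or plasma-like (0.0287) differences short of it, each with a permutation adjusted p of 0.178.

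The macrophage- or dendritic-like difference also fell short at CPM 300 (0.00892), over genes near their highest level, alone or with pseudovalues (0.00380 in both), and over common genes with pseudovalues (0.0109). Over common genes with pseudovalues the B- or plasma-like difference was 0.00921, also short of it. The goblet-like difference reversed without Haplotaxodon microlepis (0.00201), with clusters of 1 library named (0.00140), with Pearson r (0.00150), at CPM 300 (0.00611), with disjoint pairs (0.0312), without clustering genes (0.0274) and over genes near their highest level, alone or with pseudovalues (0.0316 in both). Over common genes it was -0.0103, past the threshold by the fixed test (permutation adjusted p = 0.0435) and not by pseudovalues (permutation adjusted p = 0.30). Its sign is therefore not settled by these data, and the permutation adjusted p ranged from 2e-05 to 0.973 over 25 alternatives.

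The class share of variation moved to 54.5% without library correction, 55.7% with 1000 UMIs, 54.9% with 50 principal components, 53.7% with the mitochondrial limit and 46.8% with log2(CPM + 1). The library share moved to 12.4% with doublets kept, 10.9% with 1000 UMIs and 11% with 50 principal components. The class by library share moved to 18.9% without library correction and 21.9% with log2(CPM + 1). The share between the 2 sets of cells moved to 8.03% without library correction, 9.32% with doublets kept, 7.77% with 50 principal components, 7.89% with the mitochondrial limit, 12.5% with log2(CPM + 1) and 8.57% over genes with at least 10 UMIs in every library. The digestion panel was at percentile 99.55 with a CPM minimum of 100. The proteasome panel ranged from 2.35, with log2(CPM + 1), to 41.93 over 12 alternatives. It had fewer than 3 members at a CPM minimum of 100 and gave no value. The number of cells and UMIs per class limited the classes compared, since enteroendocrine-like and fibroblast-like cells qualified in 14 libraries and tuft-like cells in 7, under the minimum of 15.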

Other observations

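The panel among genes detected in every library and the disjoint pairs were chosen before the data were examined. The other tests in this part were chosen after the pattern they address had been seen, and the tests by UMI counts also after UMI counts of these cells had been seen. The labels group the species by nothing but their names, so no biological explanation by group was tested, and the tests of an interferon response and of a link between tuft-like and gata3-led cells stand apart from any group.

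The wide spread of the digestion and absorption panel in enterocyte-like cells was set against 3 technical explanations. A different mix of enterocyte-like clusters between libraries would bring the panel inside the central 95% of random lists within the largest cluster. There it was at percentile 100, with a median SD of 1.21 over 24 libraries. Loss of reads of diverged genes would do so among genes detected in every library, where it was at 99.98. A few libraries far from the others would do so for the interquartile range, where it was at 99.77. These tests argue against each as the whole cause. Partial loss of reads in genes that stay detected remains open, and 10 of the 31 matched panel features are also markers used to name the class. Differences between individuals or preparations also remain open, since each species has 1 library and they could not be tested. A difference between species in the use of these genes may underlie the spread, as a hypothesis found and tested on the same data.

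Divergence was larger in lysosome-rich-enterocyte-like than in enterocyte-like cells. Over the 281 genes common to every class used, the difference was -0.0474 (pseudovalue permutation adjusted p = 0.00414, positive in 3 of 19 libraries). Genes near their highest level in the class are affected least by free RNA from other classes. Over these genes the difference was -0.0741 (pseudovalue permutation adjusted p = 0.00038, positive in 3 of 19 pseudovalues). Gene choice and free RNA thus each left the difference past the threshold and are argued against as the whole cause. With nothing subtracted it was -0.0911 and with divided correlations -0.0773, both past the threshold by pseudovalues. Over 9 disjoint pairs it was -0.0625 with a permutation adjusted p of 0.178 and went the other way in 3, so the difference is not called without shared libraries.

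The larger divergence of enterocyte-like than of T- or NK-like cells was tested in the same way. Over common genes the difference fell from 0.0545 to 0.0211 (pseudovalue permutation adjusted p = 0.00819, positive in 22 of 25 pseudovalues), so gene choice may account for part of it and not for all. Over genes near their highest level it was 0.0614 (pseudovalue permutation adjusted p = 6e-05, positive in 24 of 25 pseudovalues). Between the largest cluster of each class it was 0.0786 (pseudovalue permutation p = 1e-05, the smallest the permutations can give, positive in 20 of 24 values), which argues against the mix of clusters. With nothing subtracted for noise it was 0.0173 and not past the threshold by pseudovalues, and with divided correlations it was 0.0496 and past it, so its size depends on the treatment of noise. Partial loss of reads against the shared reference was not tested for this difference.

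In Haplotaxodon microlepis, 3 unnamed clusters held 2392 cells, 71.1% of those kept. Droplets with free RNA only would resemble its 1320 barcodes under 500 UMIs. The distance of these clusters to those barcodes was 0.245 (1 - Spearman rho at 20000 UMIs), against 0.237 for enterocyte-like and 0.232 for 12 pancreatic-acinar-like cells, with an SD of 0.0119 over 20 repeated thinnings. The other classes compared lay at 0.272 to 0.704. These clusters held 15476793 of the 18160867 UMIs in kept cells of the library, so its free RNA would resemble them whether or not they are cells, and this distance decides nothing. The named cells of the library held a median of 1437 UMIs (95% interval of the median 1336 to 1563). The 1622 cells of the largest of the 3 clusters held 5941 (5690 to 6300) and the 319 cells of the smallest held 2589 (2329 to 3101), which argues against droplets with free RNA alone in these. The 451 cells of the middle cluster held 1397 (1345 to 1466), no more than the named cells, so free RNA stays open there. Median mitochondrial shares were 13.1%, 8.73% and 13.5% in that order, against 4.37% in the named cells. The smallest cluster had 6 enterocyte markers up and met the marker rule, and it stayed unnamed only because all its cells came from this library. The best-scoring class of the other clusters was pancreatic acinar, with 1 and 2 of 4 matched features up, under the minimum of 3 for a name. For these, acinar cells, damaged cells, another part of the tract and a cell class without matched markers all remain open.

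A T- or NK-like cluster led by znfx1 and rsad2, genes of the interferon response, took 29.0% of its cells from Telmatochromis vittatus. If the whole library showed that response, the mean of 11 other interferon-response genes was predicted to rank first in both other classes examined. It ranked 4 of 25 in macrophage- or dendritic-like cells and 6 of 25 in enterocyte-like cells, above the median of the other libraries in each. The prediction was not met, but a weaker response across the library cannot be told apart from one in that cluster, because 1 library gives no spread.

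Benthochromis horii had the highest tuft-like share, 3.84% of kept cells, and 10.4% of its cells in a T- or NK-like cluster led by gata3, against at most 3.84% in the other libraries. The cluster was first to be picked by il17rb, which leads no T- or NK-like cluster, and was picked by gata3 before the relation was computed. Over all 25 libraries the shares had r = 0.751 (permutation p = 0.0283) and rho = 0.129 (permutation p = 0.538). Without the 2 farthest libraries r was -0.0755. Over the other 24 libraries r was -0.153 (permutation p = 0.487) and rho 0.0157 (permutation p = 0.944). The relation therefore rests on Benthochromis horii, and no link across species was detected.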
